A study of Mus musculus with 4 samples. Its data were reported in "The RNA‐binding protein Snd1/Tudor‐SN regulates hypoxia‐responsive gene expression" (2023).

How the data were processed

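Total RNA was extracted with Trizol from the spleens of 4 female mice of the C57BL/6N strain, 8 to 12 weeks old per the labels, and each sample was hybridised, biotin-labelled, to 1 Illumina MouseRef-8 v2.0 bead array. 2 samples came from wild-type (WT) mice and 2 from Snd1 knockout (KO) mice, and the labels gave each sample its group and replicate number. The labels and methods call the samples biological duplicates. The paper states that the deletion was made in embryonic stem cells of another mouse strain and then backcrossed to C57BL/6N. The slide and the scan batch of each array are not given in the sources used here, so no batch could be tested, and with 4 arrays the number of samples limits the precision of every value.

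The deposited signal table holds probe intensity values on a linear scale, which the authors exported from Illumina GenomeStudio without normalization or background subtraction. Its detection columns are deposited as a fraction, headed as a detection p-value per the file headers but high for bright probes (rank correlation with the signal 0.975 to 0.991 across probes), so they were read as 1 minus the p-value. The authors also deposited a value table. Its scale, centring and direction are not stated in the sources used here and were settled from the data. Per the values themselves, the authors took the log2 of the deposited signals and quantile normalized them over the 4 arrays, without background correction or centring, which matched to within 5.00e-09 for every probe but 1. Its column medians were 6.82 on each of the 4 arrays. The authors' 2-group test in the Chipster software was named in the methods with no further setting.

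Here the signals were background-corrected with normexp against negative controls inferred from the detection p-values, with an offset of 16, then quantile normalized and put on the log2 scale (neqc, limma 3.58.1 in R 4.3.3). A probe counted as detected on an array at a detection p under 0.05, and probes detected on both arrays of at least 1 group were tested, 12493 of the 25697 on the array. Of all probes, 23978 had 1 gene symbol, 0 had several and 1719 were unnamed here. 8 symbols were updated through the gene identifier or accession in a table of the GRCm38.p6 assembly, which was used for names and for gene order only, because no genome build is named in the files. The groups were compared with limma (lmFit and eBayes, 2 residual and 5.04 total degrees of freedom) with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. The paper states that littermates of heterozygous breeding pairs were used but names no pairs of arrays, so the groups were compared unpaired. An exact two-sided permutation test of 2 arrays against 2 cannot give a p under 0.333, so no such test was used. A gene counted as not above background on an array only if none of its probes was detected there. Where that held for both arrays of a group, the fold was computed against the higher of the lowest detected signal and the probe's own signal on each array, and is given as "at least".

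For gene lists, each gene was represented by its probe of highest mean over the 4 arrays. 33 lists of cell types, tissues, pathways and genes of the study were tested with camera at a preset correlation of 0.01, adjusted over the lists, with camera at an estimated correlation and fry beside it, both two-sided. The azurophil and secondary granule lists were also tested together, a planned test outside the 33 lists, with its p adjusted over the lists and itself. Because the paper had been read when the lists were written, those of liver, pancreas, fat and mesothelium hold genes that the study displays, and the list of study genes, the granule lists and the Serpina family are not independent evidence of a direction. The rule for naming genes took, in each direction, the 12 genes with the largest change among those past the threshold, filled up to 12 with the largest changes among genes whose KO values both lay on the same side of both WT values. It also took the study genes, the sex-linked genes and up to 4 members of each list with the smallest p. The design, the lists, this rule and the alternatives listed next were fixed before the data were examined.

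The alternatives were no background correction, normexp with an offset of 50, median scaling in place of quantile normalization, the authors' value table, no filter, a detection p under 0.01 on all arrays, the mean of all probes of a gene, a trend and robust prior, array weights, an unmoderated 2-sample test, the replicate number as a block, and leaving out each array in turn.

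The fit and the list test were tested on simulated data, with 200 of 12493 probes changed in each of 20 rounds, in 2 versions. With each probe's own moderated spread, 39.2% of 2-fold, 98.1% of 4-fold and 99.3% of 8-fold changes were recovered, but 12.4%, 8.57% and 8.77% of the calls were false, above the 5% that the threshold is meant to allow, and 13 lists were called over the 20 rounds with no change. The second version was added after that outcome was seen. It drew the spreads from the fitted prior, which the model assumes, and recovered 0%, 87.7% and 96.3%, with 0%, 5.42% and 4.75% of calls false and 0 lists called without a change. Rounds with no change gave 7 and 5 probe calls in the first and second version. Every probe was drawn independently in both versions, so genes of a list did not move together. On the real arrays they did, with an estimated correlation of 0.55 for the granule genes. The simulated list calls thus do not show how often the list test errs on these arrays. The fit was left as it was. The false share for the real arrays is therefore not known to lie at 5%.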

Results

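Gene expression was measured in the spleens of 2 WT and 2 Snd1 KO female mice on bead arrays, 1 array per mouse. Between 12396 and 12908 of the 25697 probes were above background on an array, the brightest probe lay 291 to 304 times over the background, and the median signal was 112 to 114. Over the tested probes, the KO arrays correlated at r = 0.984 with each other and the WT arrays at r = 0.972, the lowest value of the 6 pairs of arrays (across probes, which are not independent replicates). The comparison of KO with WT asked what deletion of Snd1, which encodes an RNA-binding protein known as a transcriptional coactivator, changes in the gene expression of the spleen.

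The targeted gene was seen on the WT arrays and not on the KO arrays. The 1 Snd1 probe gave normalized log2 intensities of 6.71 and 7.09 in WT and of 4.45 and 4.58 in KO, not above background on either KO array. The difference of -2.39 ± 0.19 (log2, SE, n = 2 per group) made Snd1 at least 3.86-fold lower in KO, but its adjusted p was 0.0871 (limma). Without WT replicate 1 the value was -2.58 and the adjusted p 0.0380. Without background correction and with the authors' value table it was -1.03, and with an offset of 50 -1.38. The deletion covers the first exon, and where the probe lies relative to it is not given in the sources used here, so that it may lie outside the deleted part.

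Serpina1b and Serpina1d, which encode secreted inhibitors of serine proteases, rose in the KO spleens and were the only genes past the threshold. Serpina1b went from 6.63 ± 0.09 in WT to 10.07 ± 0.24 in KO (log2 intensity, SD, n = 2), 10.9-fold, and Serpina1d from 6.28 ± 0.01 to 9.19 ± 0.06, 7.53-fold, each with an adjusted p of 0.0402. Among genes with the largest lower values on both KO arrays, Camp, Ngp, Lcn2 and Mpo of the neutrophil granules stood beside Snd1, the T cell adaptor Lat and the mitochondrial import gene Tomm22, and none of them passed. By limma 2 probes were higher and 0 lower at the adjusted threshold. At an unadjusted p under 0.05, 414 were higher and 347 lower, where chance gives 625, and median scaling moved that split to 555 and 238. The unmoderated test called 0 probes, and a prior with trend and robust options 7 higher and 1 lower. 77 probes were at least 2-fold higher and 38 at least 2-fold lower, 63 and 32 of them with groups that did not overlap. Among all tested probes 37.9% had groups that did not overlap, where chance gives 33.3%. The calls of Serpina1b and Serpina1d ended without WT replicate 2 (adjusted p = 0.0824), without KO replicate 1 (0.333) and without KO replicate 2 (0.422), with log2 fold changes still between 2.87 and 3.61. With all arrays kept, both calls also ended without background correction (smallest adjusted p = 0.0588), with the authors' value table (0.0595), without a filter (0.0913), with the replicate block (0.0718) and without moderation (0.198 over all probes). Without WT replicate 1, 16 probes passed, 15 higher and 1 lower.

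**Figure D1:**
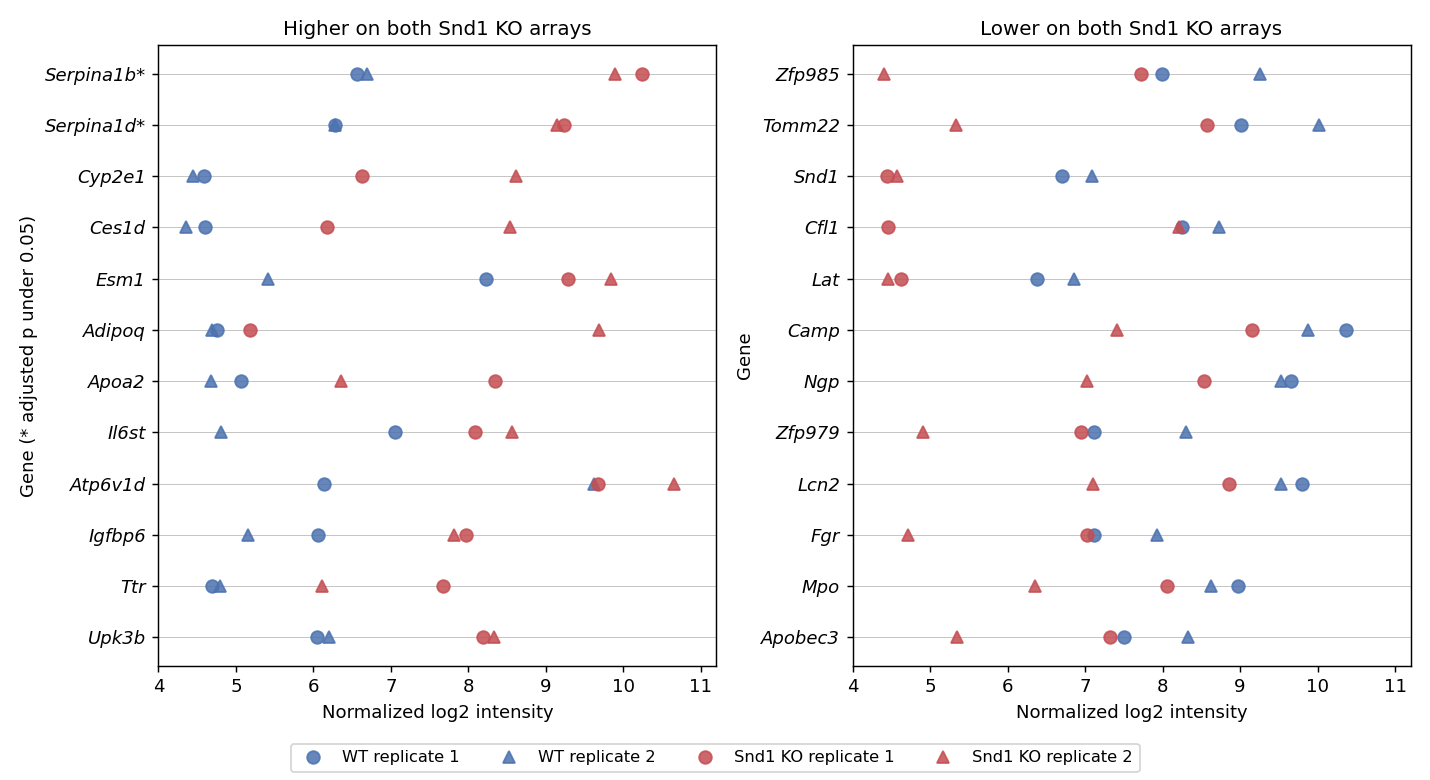
Normalized log2 intensity (horizontal axis) of the 12 genes with the largest differences in each direction (vertical axis) on each of the 4 arrays, left for genes higher and right for genes lower on both KO arrays. Serpina1b (6.57 and 6.69 in WT, 10.24 and 9.90 in KO) and Serpina1d passed the test, and for Adipoq, Tomm22 and Cfl1 the KO arrays lie far apart.

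The Serpina family as a list rose. Its 6 measured members all had higher means in KO, 2 of them passed over all probes and 2 when adjusted over the list alone, and the median was 0.65 and the mean 1.35 (log2, camera adjusted p = 1.79e-06, and adjusted p = 0.591 with an estimated correlation). The study named this family on these samples, so the list is not independent evidence of its direction. A second Serpina1b probe gave 3.12. Serpina3n (0.88), Serpina1c (0.41, seen on 1 of 2 WT arrays) and Serpina10 (0.22) did not pass, nor did Serpina1a, which was seen on no WT array and gave no bound above 1-fold. The Serpina1 genes are close paralogs, and a probe of one can bind the transcript of another, so the values for Serpina1b and Serpina1d are uncertain as to the gene. Liver genes, 12 of 19 not above background on either WT array, moved with this family (median 1.10), as did mesothelium genes (median 0.79). Without WT replicate 1 the family median was 0.32, still past the threshold, and without the filter on dim probes it was 0.084 and no longer passed (adjusted p = 0.0760).

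Genes of the neutrophil granules fell as lists, with no single gene past the threshold over all probes. All 9 measured genes of the azurophil granule, the first granule made as neutrophils mature, had lower means in KO (median -0.89, or -0.56 with 2 genes at their bounds, camera adjusted p = 1.01e-05, and adjusted p = 0.591 with an estimated correlation). Mpo, myeloperoxidase, was at 8.80 ± 0.24 in WT and 7.21 ± 1.21 in KO (log2, SD, n = 2), 3.01-fold lower, and the serine proteases Prtn3 and Elane were 2.81-fold and 2.63-fold lower. The 2 dimmer Mpo probes, each detected on 1 KO array, were 2.13-fold and 1.91-fold lower, and neither passed. Of the secondary granule genes, 13 of 15 were lower (median -0.38, adjusted p = 6.49e-05, and adjusted p = 0.591 with an estimated correlation), among them the antimicrobial gene Camp (-1.84), Ngp (-1.82), the iron-binding Lcn2 (-1.69) and the chitinase-like Chil3 (-1.56). Adjusted over the list alone, 2 azurophil and 1 secondary granule genes passed. These were Ms4a3 and Fcnb, both dim (WT means 5.51 and 5.25), and Chil3, while Mpo, Prtn3 and Elane did not pass. Over both lists, 24 genes, the median was -0.52 (adjusted p = 1.51e-08, and adjusted p = 0.568 with an estimated correlation), or -0.38 with Ms4a3 and Fcnb, which were not above background on the KO arrays, at their bounds of at least 1.48-fold and at least 1.23-fold. The azurophil median was -0.32 without background correction and with the authors' value table, -0.46 with an offset of 50 and -1.44 with a detection p under 0.01 on all arrays, each past the threshold. The study named Mpo, Ngp, Prtn3 and Elane on these samples, so their direction is not independent evidence. Granule values were lower on KO replicate 2, where Mpo read 6.35 against 8.06 on KO replicate 1. Without KO replicate 2 the azurophil median was -0.59 and the secondary granule median -0.21, without KO replicate 1 the latter was -0.63, and the median over both lists was -0.24 without KO replicate 2 and -0.68 without KO replicate 1, both past the threshold at the preset correlation, while without KO replicate 2 the p was 0.167 at the estimated correlation (camera, unadjusted). KO replicate 2 also carried more adipocyte signal, with Adipoq at 9.69 against 5.18. Genes of mature neutrophils did not pass as a list (12 genes, median -0.05, adjusted p = 0.859), with 5 members higher and 7 lower. S100a8 was at -0.95 and S100a9 at -0.70, Slpi, which is also in the mesothelium list, at 1.01 and Fpr2 at 0.56, none past the threshold over all probes, and the 1 member that passed over the list alone was higher. The study's own genes (9 measured, 8 lower, median -1.59, adjusted p = 1.31e-04, and adjusted p = 0.591 with an estimated correlation) held 1 passed gene, Serpina1b, and 8 passed when adjusted over the list alone. They were chosen on these samples and are not independent evidence. Without KO replicate 2 their median was -0.76.

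Genes of the liver, exocrine pancreas and fat rose as lists in the KO samples, unevenly between the KO arrays. Of 19 measured liver genes, 17 had higher means (median 1.10, or 0.67 with 12 genes at their bounds, adjusted p = 5.95e-11, and adjusted p = 0.591 with an estimated correlation) and 9 passed when adjusted over the list alone. All 19 were detected on both KO arrays but only 4 on both WT arrays. Most thus entered the test through the KO group, and the filter itself favoured higher means. The drug-metabolising enzyme Cyp2e1 was at least 6.12-fold, the thyroid hormone carrier Ttr at least 3.70-fold and the fibrinogen chain Fgg at least 1.97-fold higher, none past the threshold over all probes. Cyp2e1 was higher on KO replicate 2 (8.61) than on KO replicate 1 (6.63), against the direction of the list. Without KO replicate 2 the liver median was 1.42 and without KO replicate 1 it was 0.57, without background correction and with the authors' value table it was 0.40, with an offset of 50 0.60 and without a filter 0.20, each past the threshold, and with a detection p under 0.01 on all arrays it was -0.09 and no longer passed (adjusted p = 0.951). Exocrine pancreas genes (7 measured, 6 higher, median 1.26, adjusted p = 0.0311, and adjusted p = 0.604 with an estimated correlation) were higher on KO replicate 1 alone, with a median of 2.23 without KO replicate 2 and 0.02 without KO replicate 1. On that array 27 of the 37 pancreas genes on the platform were detected, against 6 to 7 on the other arrays, and the amylase gene Amy2a5 read 9.19 there and 4.30 to 4.44 elsewhere. These counts and Amy2a5 were chosen after their values were seen. The pancreas call ended without KO replicate 1 (adjusted p = 0.876) and without WT replicate 2 (0.199), and also with median scaling (0.0521), a detection p under 0.01 on all arrays (0.305), a trend and robust prior (0.0725) and no moderation (0.293). Adipocyte genes (13 of 16 higher, median 0.28, adjusted p = 9.77e-04, and adjusted p = 0.591 with an estimated correlation) were higher on KO replicate 2, with a median of 0.51 without KO replicate 1, and the call ended without KO replicate 2 (adjusted p = 0.0666). Ces1d, a carboxylesterase, was at least 5.11-fold and the adipokine Adipoq at least 5.39-fold higher. Both values rested largely on KO replicate 2, without which the log2 fold changes were 1.69 for Ces1d and 0.46 for Adipoq. Neither gene passed when adjusted over the list alone. The 2 members that did, Lpl (0.73) and Cav1 (0.77), were higher on both KO arrays, and no member passed over all probes. The acute phase list also passed (8 of 10 higher, median 0.62, mean 0.32, or median 0.36 with 5 genes at their bounds, adjusted p = 0.0159, and adjusted p = 0.604 with an estimated correlation). It holds 7 genes of other lists, with the fibrinogen genes Fga and Fgg higher and Lcn2 and Hp lower, and its call ended without WT replicate 2 (adjusted p = 0.155) or KO replicate 1 (0.123), without background correction (0.0598, median 0.25), with the authors' value table (0.0599, median 0.25), with a detection p under 0.01 on all arrays (median -0.19, 0.513) and without moderation (0.152). The pancreas, liver, fat and mesothelium lists hold genes that the study displays from these samples and are not independent evidence.

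Genes of the mesothelium and capsule rose on both KO arrays. The median of fibroblast and smooth muscle genes was larger on KO replicate 2, but the median gene-wise difference, KO replicate 1 minus KO replicate 2, was only -0.079. Dcn (11.74 and 11.71) and Col6a1 (9.17 and 9.16) were level on KO replicates 1 and 2, while Fbln1 was higher on KO replicate 2 (9.42 against 8.59). Of 10 measured mesothelium and capsule genes 9 had higher means (median 0.79, or 0.60 with Upk1b at its bound, adjusted p = 9.77e-08), and this list had the smallest p with an estimated correlation, unadjusted 0.0293 (adjusted p = 0.591 with an estimated correlation). Upk3b, a uroplakin of mesothelial cells, was 4.40-fold higher (adjusted p = 0.0801) and Igfbp6, which binds insulin-like growth factors, 4.87-fold higher (0.664), and 6 members passed when adjusted over the list alone. Fibroblast and smooth muscle genes (17 of 29 higher, median 0.17, 0.034 on KO replicate 1 and 0.20 on KO replicate 2, adjusted p = 0.00337, and adjusted p = 0.591 with an estimated correlation) included the matrix genes Dcn (3.05-fold), Fbln1 (3.92-fold) and Col6a1 (1.66-fold) among higher ones, none past the threshold over all probes and 5 higher and 1 lower when adjusted over the list alone. Their call ended without WT replicate 2 (adjusted p = 0.135) and without KO replicate 2 (0.0629), and their median was 0.098 without background correction, which is also what the authors' value table gave. The mesothelium median was 0.50 in these settings and 0.24 without a filter. Endothelial genes (13 of 21 higher, median 0.22, adjusted p = 0.0635) did not pass, but did without KO replicate 1 (0.23, adjusted p = 0.00747), without background correction (0.0422), with an offset of 50 (0.0398), with the authors' value table (0.0423), without a filter (0.0363) and with the mean of all probes of a gene (0.0296). Esm1 was 6.70-fold higher in the mean, but WT replicate 2 alone was low, at 5.41 against 8.22 on WT replicate 1.

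Genes of protein folding and secretion rose together with those of plasma cells, which secrete antibodies. In the unfolded protein response list 13 of 16 genes were higher (median 0.43, adjusted p = 5.10e-05, and adjusted p = 0.591 with an estimated correlation), led by the endoplasmic reticulum genes Edem1 (1.23) and Pdia4 (1.04), and 2 passed when adjusted over the list alone. In the plasma cell list 10 of 12 were higher (median 0.50, adjusted p = 2.47e-04, and adjusted p = 0.591 with an estimated correlation), none over the list alone, and 3 of its genes, Edem1, Xbp1 and Creld2, are in both lists. The plasma cell median was 0.69 on KO replicate 1, the array with pancreas genes, and 0.25 without that array. MHC class II genes, which present antigen to T cells, fell as a list (8 of 11 lower, median -0.29, adjusted p = 0.00547, and adjusted p = 0.591 with an estimated correlation), with H2-Oa and H2-Ob at -0.50 each and none past the threshold over the list alone. That call ended without WT replicate 2 (median -0.21, adjusted p = 0.109) and without KO replicate 1, where little of the shift was left (median -0.066, 0.123).

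Other blood cell lists did not pass. B cell genes had a median of -0.13 (22 genes, adjusted p = 0.251), T cell genes of -0.05 (24 genes, 0.133), NK and cytotoxic genes of -0.01 (17 genes, 0.752, and 0.03 with median scaling), macrophage genes of the red pulp and marginal zone of 0.06 (19 genes, 0.394) and monocyte genes of -0.27 (12 genes, 0.0635). Under the alternatives the macrophage median ran from -0.19 to 0.15. The monocyte list passed downward in 5 settings with all arrays, namely without background correction (adjusted p = 0.0453), with an offset of 50 (0.0435), with median scaling (0.0466), with the authors' value table (0.0454) and with the replicate block (0.0404). Lat, at least 3.18-fold lower in KO with an adjusted p of 0.238, was the 1 T cell gene past the threshold over the list alone. B cell genes passed downward without WT replicate 1 (-0.39, adjusted p = 0.00339) and without KO replicate 2 (-0.43, 2.40e-04) and with the replicate block (adjusted p = 0.0430), and T cell genes without WT replicate 1 (-0.20, 0.0163) and without KO replicate 1 (-0.14, 0.00400). The direction hung on the array left out, since the B cell median was 0.16 without KO replicate 1 and 0.080 without WT replicate 2, and the T cell median 0.021 without KO replicate 2 and 0.035 without WT replicate 2, none of them past the threshold. Adgre1, the gene of the macrophage antigen F4/80, was 1.77-fold higher without passing. By flow cytometry, the paper counted fewer mature macrophages with this antigen and a second marker in KO spleens, and its methods name male mice. Counts of that subset of cells and RNA of female spleens are unlike measures. Median and test differed in sign for the eosinophil, basophil and mast cell list (median 0.03, mean -0.20, test downward, adjusted p = 0.723, with calls of -0.38 without KO replicate 1 and 0.34 without KO replicate 2) and the dendritic cell list (median 0.01, mean -0.09, test downward, adjusted p = 0.723). Megakaryocyte and platelet genes had a median of 0.11 (18 genes, adjusted p = 0.343).

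Erythroid genes differed more between the WT arrays than between the groups. Relative to the WT mean, the median of 27 erythroid genes was 1.18 on WT replicate 1 and -1.18 on WT replicate 2, and 0.22 and 0.14 on the KO arrays (KO against WT median 0.15, adjusted p = 0.723). The red cell anion exchanger Slc4a1 read 14.38 and 10.97 in WT. Cell cycle genes followed, with 0.79 and -0.79 in WT (33 genes, KO against WT median 0.18, adjusted p = 0.266). Without WT replicate 1 the erythroid list passed upward (1.28, adjusted p = 1.23e-26) and without WT replicate 2 downward (-1.07, adjusted p = 8.44e-25), and the cell cycle list likewise (0.81 and -0.52), with further calls of 0.46 without KO replicate 2 and of 0.18 with the replicate block (adjusted p = 0.0154), so that the difference between 1 pair of arrays was enough for a call with the preset correlation.

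Lists tied to the known roles of Snd1 did not pass. Hypoxia response genes had a median of 0.02, with a mean of -0.02 and a downward test (33 genes, adjusted p = 0.859), and the stress-induced Ddit4 was 1.99-fold lower without passing. The paper drew its hypoxia link from liver and from cultured cells, not from spleen, so this list does not test that link. Targets of STAT5 and STAT6, transcription factors that Snd1 binds, had a median of 0.05 (17 genes, adjusted p = 0.266). SND1 partners and stress granule genes had a median of 0.01, a mean of -0.02 and a downward test (19 genes, adjusted p = 0.724), and small RNA pathway genes a median of 0.05, a mean of -0.05 and a downward test (16 genes, adjusted p = 0.815), with Ago2 at -0.41. Interferon response genes were at -0.06 (29 genes, adjusted p = 0.393, and -0.15 with adjusted p = 0.0246 without KO replicate 2) and immediate early genes of dissection stress at 0.17 (22 genes, adjusted p = 0.0676). Genes next to Snd1 on chromosome 6 had a median of 0.06 (21 genes, adjusted p = 0.183). Of the sex-linked genes, Xist and Uty were at -0.35 and -0.16 (adjusted p of the list 0.251).

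In all, 13 of 33 lists passed with the preset correlation, 9 higher and 4 lower. Among settings with all arrays, further medians of these lists moved by more than 1.5 times while staying past the threshold: without background correction and with the authors' value table pancreas genes to 0.65 and the study's own genes to -1.03, with an offset of 50 pancreas genes to 0.82 and acute phase genes to 0.35, with a detection p under 0.01 on all arrays the Serpina family to 1.90, and without a filter adipocyte genes to 0.14, unfolded protein response genes to 0.21 and acute phase genes to 0.070. With an estimated correlation 0 passed (smallest adjusted p = 0.591, with 1 list at an unadjusted p under 0.05), and by fry 0 passed (smallest adjusted p = 0.216).

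**Figure D2:**
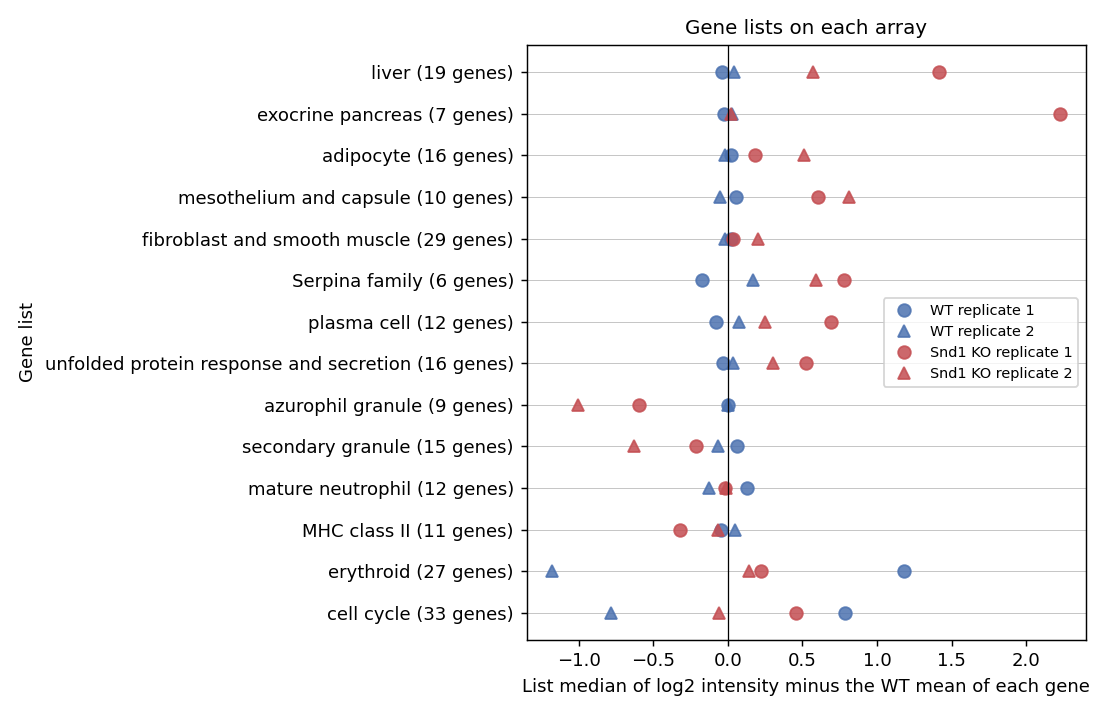
Median over each list's genes of the log2 intensity minus the gene's WT mean (horizontal axis) for 14 gene lists (vertical axis) on each of the 4 arrays. Pancreas genes are high on KO replicate 1 alone (2.23), mesothelium genes on both KO arrays (0.60 and 0.81), and erythroid genes part the WT arrays (1.18 and -1.18).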

Values the study reported

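The study reported expression lower by approximately 50% in KO spleens for genes of neutrophil granule proteins, Ngp and Mpo among them.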

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

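All alternatives here were planned, and leaving out 1 array assumes that the lone array of its group varies like the other group. The 2 changed probes, both higher, became 0 without background correction, with the authors' value table, without a filter, without moderation and with the replicate block. They became 4 with an offset of 50, all higher, 3 with median scaling and with a detection p under 0.01 on all arrays, and 8 (7 higher, 1 lower) with a trend and robust prior, where Snd1 passed at -2.39 (adjusted p = 0.0461, and 0.0738 to 0.645 under the other settings with all arrays). With 1 array left out the count was 0 to 16, with 0 to 15 higher and 0 to 1 lower, the most without WT replicate 1, and Snd1 ranged from -2.58 to -2.20. With all arrays, Snd1 was at -1.03 without background correction and with the authors' value table, -1.38 with an offset of 50 and -2.39 in the other settings that gave it a value. The filter of a detection p under 0.01 on all arrays left no Snd1 value. The Serpina family median was 0.084 without a filter, no longer past the threshold, 0.44 to 1.90 under the other settings with all arrays, and 0.32 to 0.97 with 1 array left out. The granule median stayed negative and, at the preset correlation alone, past the threshold under all alternatives (at the estimated correlation the adjusted p was 0.568, and without KO replicate 2 the unadjusted p was 0.167), from -0.52 to -0.32 with all arrays and from -0.68 to -0.24 with 1 array left out. With all arrays kept, the 13 lists past the threshold became 10 with a detection p under 0.01 on all arrays and up to 16 with the replicate block. Of 1423 values of 133 named genes under settings with all arrays, 1409 kept their direction and side of the threshold, while Mcm4 (-0.017) and Adarb1 (-0.032) turned with the mean of all probes. With 1 array left out, 510 of 532 did, and these turned, from lowest to highest: Uty -0.36 to 0.044, Gata1 -0.96 to 0.27, Slc4a1 -0.65 to 2.75, Nusap1 -0.40 to 1.59, Mcm4 -0.14 to 0.57, Kif11 -0.41 to 1.32, Il4 -0.098 to 0.48, Siglech -1.27 to 0.068, Ctrl -0.12 to 2.64, Pcna -0.30 to 0.013, Prg2 -1.87 to 0.53 and Cd207 -2.02 to 0.34. The cause of these changes was not tested. Signal over background was 291 to 304 at the brightest probe, and a gene not above background in a group, such as Snd1 in KO, has only a bound on its fold.

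Whether same-numbered arrays are littermates is not stated. With 2 pairs, the deviations of same-numbered arrays correlated at r = 0.188 across probes, and the replicate block moved the count of changed probes from 2 to 0.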

Other observations

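The tests of explanations here were all chosen after the results were seen. Some genes within 2 Mb of each other on a chromosome were low together on single arrays. Other near genes were high together, as Hagh and Pigq on WT replicate 1, or went opposite ways, as Kcnj8 (higher) and Cmas (lower) on KO replicate 1. On KO replicate 2, Tomm22 (5.34 against 8.57 to 10.01 on the other arrays) lay low with the nearby Apobec3 and Slc25a17, and the zinc finger genes Zfp985 and Zfp979 with Cort. On KO replicate 1, the actin-severing gene Cfl1 (4.46 against 8.22 to 8.73) lay low with Mus81 and Gstp2. In WT replicate 2, Il6st, the signalling subunit of the interleukin 6 receptor, lay low with Esm1 and Mtrex. In the authors' value table, Tmem223 has a value of exactly 1 on KO replicate 1, where its deposited signal was 1427.9 and the same normalization gave 10.48. Xist was seen on all 4 arrays (7.78 to 8.40), and the Y-linked genes Kdm5d and Eif2s3y on none, although the probe of Y-linked Uty was above background on all 4 (5.44 to 5.88).

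The rise of Serpina1b and Serpina1d on both KO arrays could come from liver RNA carried over with the spleen or from a larger share of mesothelium. Their 3 probes were higher on KO replicate 1 than on KO replicate 2 by a median of 0.34 and at most 0.38 (log2). The lower quartile was 0.42 over 9 liver genes not seen on the WT arrays at their brightest probe, or 0.32 over the 7 of them not seen there by any probe. Both sets left out liver genes that are also in another list. In all, 12 liver genes were seen on both KO arrays and no WT array, and the outcome with all 12 was not tested. Of 48 liver genes, 24, Alb among them, were seen on no array. The smallest change, that of Serpina1d, was 0.63 above the largest of the mesothelium genes, Igfbp6 (SE 0.35). The first limits set, the quartile over 9 genes and 1 SE, counted against both explanations and were widened after these values were seen to 1 SD below the quartile (0.26) and 2 SE (0.70), which neither value passed, while the 7 genes, a correction made later still, would have favoured liver RNA, so the liver test moved with choices made after the fact and decides nothing. Both explanations stay open, as does an untested effect of the deletion, and of the 19 liver and 10 mesothelium genes 5 and 1 are in another list, 4 and 9 were seen on both WT arrays, and the brightest, Trf and Slpi, were at -0.13 and 1.01. The paper also lists Serpina1b among the genes it checked by quantitative PCR in spleens of more females of each genotype. Its text states no separate outcome for this gene. Whether those females included the array mice is not stated, and tissue carried over in their spleens was not examined here.

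The lower neutrophil granule genes could reflect fewer neutrophils or KO replicate 2 alone. On KO replicate 1, 16 of 24 granule genes lay below both WT arrays, and on KO replicate 2 21 did, and 21 were lower there than on KO replicate 1. These genes move together (estimated correlation 0.55), so such counts weigh little, and without KO replicate 2 the list had a camera p of 0.167 at that correlation. The count and the preset correlation were first read as against KO replicate 2 alone. The test at the estimated correlation replaced them after these values were seen, so these arrays leave KO replicate 2 alone open. The paper also measured Camp, Mpo, Prtn3, Elane and Ngp by quantitative PCR in spleens of more females of each genotype. It reports that their difference held, which argues against KO replicate 2 alone for these genes. Whether those females included the array mice is not stated. The mature neutrophil median of -0.054 lay above the granule median of -0.52 by less than the SD over its genes (0.57). That SD is larger than the granule shift, so only a rise of the mature neutrophil median could have counted against fewer neutrophils. The comparison therefore decides nothing. The mature neutrophil median ran from -0.097 to 0.14 under the alternatives. The brightest gene of the list, S100a8 (11.90 in KO), was at -0.95, so these RNA values leave fewer neutrophils open. By flow cytometry, the paper found fewer and less granular granulocytes in KO spleens. It proposes that the lower myeloid transcripts could reflect fewer myeloid cells. All 12 mature neutrophil genes were seen on both WT arrays and 1, Slpi (1.01), is also in the mesothelium list, which rose. On these arrays, an effect of the deletion on granule genes was not tested apart from this. In the paper, silencing Snd1 in a proerythroblastic cell line left reporters of the Elane, Lcn2 and Mpo promoters unchanged. Silencing in a promyelocytic line left endogenous Elane and Mpo expression unchanged. The paper proposes that Snd1 does not act directly on these promoters.

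Genes for which 1 array stood apart may mark chromosome segments of another strain that differ between the mice. 3 versions of the test were run, each counting pairs within 2 Mb of each other on the GRCm38.p6 assembly that stood apart on the same array. Over 154 genes there were 33 pairs (random draws: median 12, permutation p = 1e-04, the smallest that 10000 draws can give), but granule and erythroid genes that are regulated together were among them. With the genes of the fixed lists left out, a choice made after these were seen, 97 genes gave 18 pairs (median 5, highest 18, permutation p = 2e-04), and a stricter gap left 25 genes and 3 pairs (median 0, highest 5, permutation p = 0.0053). All 3 counts lay above chance, which is in line with such segments, yet neighbours regulated together outside the lists and probes that fail on a strain variant were not tested, and no biological explanation was tested.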
